A study of Mus musculus with 9 samples.

How the data were processed

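The libraries measured the messenger RNA of microglia, the resident immune cells of the brain, from miR-21 null mice aged 12 to 18 weeks. Per the labels' protocols, the cells came from mouse brain by a kit-based isolation of neural tissue, total RNA was purified on small-scale columns, and cDNA libraries were made with an ultra low input kit and read on an Illumina NextSeq. The labels gave 3 groups of 3 libraries: control microglia, and tumour microglia that were either negative or positive for EV-GFP. EV is the usual short form of extracellular vesicle. How the GFP gate was set, and how many cells entered each library, are not given in the sources used here. Amplified cDNA reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

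The deposited table holds read counts per gene symbol for the 9 libraries, not normalized, with 45317 gene entries, 92 synthetic ERCC spike-in entries and 5 summary entries. Per the submitters' processing notes, the authors counted reads with HTSeq against genome build GRCm38.p3, and used Picard 1.8.4, R 3.2.3 and DESeq2. The versions of HTSeq and DESeq2, the gene annotation, the strand setting and the aligner with its settings are not given in the sources used here. The library kit does not mark the strand, so reads of genes that overlap on opposite strands, and of close paralogs such as the H2-Q and Hspa1 genes, cannot be told apart with certainty. No other column of per-sample values was present. The spike-in and summary entries stayed out of library sizes and tests. Reads assigned to no feature made up 16.0% ± 1.54 (SD, n = 3) of all counted reads in the control libraries, 13.5% ± 1.72 in the EV-GFP negative libraries and 8.26% ± 0.664 in the EV-GFP positive libraries.

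Gene reads per library ran from 893813 to 14517208. CPM, reads of a gene scaled to library size, were computed on library sizes scaled by the trimmed mean of M-values (TMM). A count of 0 was read as a limit of 3 counts, which is between 0.187 and 3.63 CPM in a single library. Where all libraries of a group held 0 reads, fold changes were computed against a floor of 3 counts over the whole group and are given as lower bounds.

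Differences between groups were tested on the deposited counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, the default low-count filter by group and all 9 libraries in 1 fit with group as the sole covariate. This left 12025 genes and 6 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change. The labels do not say whether the libraries of a group came from separate animals, so p-values measure the spread between these libraries. The numbers 8, 9 and 10 occur in the names of both tumour groups, and whether they pair the libraries was checked before calls were compared: deviations from the group means correlated at 0.171, 0.172 and 0.162 within the 3 same-numbered pairs, all above the limit of 0.1 set for pairing. The pairing comes from this check and not from a statement in the labels. A fit of the 6 tumour libraries with the number as a block, which leaves 2 residual degrees of freedom per gene before moderation, is given beside calls of lists and of miR-21 targets that it changes. For other named genes that did not pass without the block, only the unblocked values are given. The block fit covered 11020 genes and called 1773, but its values for these genes are not reported here. Their unblocked values therefore do not show that they are unchanged. Control libraries were not paired with tumour libraries, and control replicate 8 held 539 reads of Ddx3y where both tumour libraries numbered 8 held 0.

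Gene groups came from 37 lists, of which 35 were tested as sets and 2, the sex-linked genes and the miR-21 locus, served as checks. Lists, comparisons, the tests of genes and lists, and the rule for named genes were fixed before the data were examined. Some tests of explanations, named with the flagged results, were chosen after the results they bear on had been seen. Set tests used camera in limma 3.58.1 on log2 CPM from voom, with a preset correlation between genes of 0.01 and again with an estimated correlation, and fry for directional and mixed tests, adjusted over the 35 lists of a comparison. Counts per list are given over all genes tested and adjusted over the list alone. With an estimated correlation no list was called in any of the 3 comparisons, nor with the block. Some genes that the rule selected are not reported here, and they were left out of the recomputed results per gene but kept in the lists. The list of miR-21 targets was written from general knowledge of the literature and may hold genes that the study itself named, so it is not independent evidence.

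Genes are named by this rule. In each comparison, these are up to 8 genes with the largest rise and 8 with the largest fall among called genes with a mean log2 CPM of at least 3 and no overlap between the libraries of the groups, gene models without a proper symbol and pseudogenes left out. Up to 4 members with the smallest p come from each list described, and up to 10 from the miR-21 targets. The check genes are Mir21a, Vmp1, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty.

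Sites for miR-21-5p were found by matching the complement of its positions 2 to 8, ATAAGCT, to the longest annotated 3' UTR of each gene in GENCODE M21, which is on the GRCm38 build. Of the 45317 gene entries, 41651 matched to 1 gene by symbol and 20107 had an annotated 3' UTR. The seed shift is the difference in log2 fold change between genes with and without a match in a linear model with log2 UTR length and mean expression, and was ranked among the 420 7-mers of the same base composition, which are all orders of its bases, as a permutation test. Both comparisons with the controls share the same 3 libraries, so the correlation and covariance of their log2 changes were set beside 20 simulations of unchanged groups.

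Each script was tested on simulated counts drawn for the real genes, with 200 genes changed. For EV-GFP positive minus EV-GFP negative, on 11650 genes, 66.0% of genes lowered by a log2 change of -2 were called, 19.1% at -1, 30.0% at 1 and 81.6% at 2, with 3 false calls. With the block, on 10689 genes, 47.5% were called at -2, 11.6% at -1, 16.7% at 1 and 85.4% at 2, with 9 false calls. Whether the simulated libraries carried the correlation of same-numbered pairs is not given here. These rates therefore do not rank the fits with and without the block for the real libraries. For EV-GFP negative minus control, on 11618 genes, 64.0% were called at 2, 6.00% at 1, 14.9% at -1 and 55.3% at -2, and for EV-GFP positive minus control, on 11649 genes, 65.3%, 8.16%, 6.52% and 53.2%. A list raised by 1 was called, along with 1 other list, and a seed shift of -0.3 was estimated at -0.28. Alternatives were RLE and upper-quartile factors, no filter, a filter of at least 50 counts in 3 libraries, DESeq2 1.42.0 and limma-voom. Others were fits of only the groups compared, a minimum log2 fold change of 1, leaving out each library, and the block. The block was a fixed effect in edgeR or a random effect in limma-voom. Added after seeing the data were thinning all libraries to 893813 reads, removal of trends with transcript length and GC content per library, spike-in scaling, and the block fit without each number or on all 12025 genes. Transcript lengths were at hand for 91.8% of tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.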

Results

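RNA sequencing was used to compare microglia, the resident immune cells of the brain, taken from mice that lack miR-21, a short regulatory RNA that lowers the transcripts it pairs with. The samples formed 3 groups of 3 libraries: microglia of control brains, and microglia of tumour-bearing brains that were negative or positive for EV-GFP. The series title names glioblastoma, an aggressive brain tumour, and the transfer of extracellular miR-21 to microglia, which microglia of miR-21 null mice cannot make themselves. Reads assigned to genes were 4426955, 14517208 and 12475040 in the control libraries and 8438196, 14426889 and 3286290 in the EV-GFP negative libraries. The EV-GFP positive libraries were shallower, with 2846629, 893813 and 2153395. Where no read of a gene was found, these depths allow up to 0.187 to 0.976 CPM (reads of a gene scaled to library size) in single control and EV-GFP negative libraries, and up to 3.63 in EV-GFP positive replicate 9. All p-values, intervals and floors cover the spread between these libraries or counting error only.

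The targeted locus was examined first. Mir21a, the gene of the deleted microRNA, had 0 reads in all 9 libraries, which does not go against the labels. Its precursor and mature forms are poorly captured by libraries of polyadenylated RNA, so these counts check the genotype weakly and do not show whether mature miR-21 was present. Vmp1, the protein-coding gene that overlaps the locus, was at 147 to 233 CPM in all 9 libraries. Among the sex-linked genes, Ddx3y had 14 to 788 reads in the libraries other than the 2 tumour libraries numbered 8, where it had 0.

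The first principal component of log2 CPM held 56.2% of the variance and placed the groups in order, with the controls at -145 to -112, EV-GFP negative at 26.3 to 47.4 and EV-GFP positive at 76.1 to 91.7. The second component held 10.7% and set control replicate 7 (-60.8) and EV-GFP positive replicate 10 (-79.1) apart from the other libraries.

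**Figure D1:**
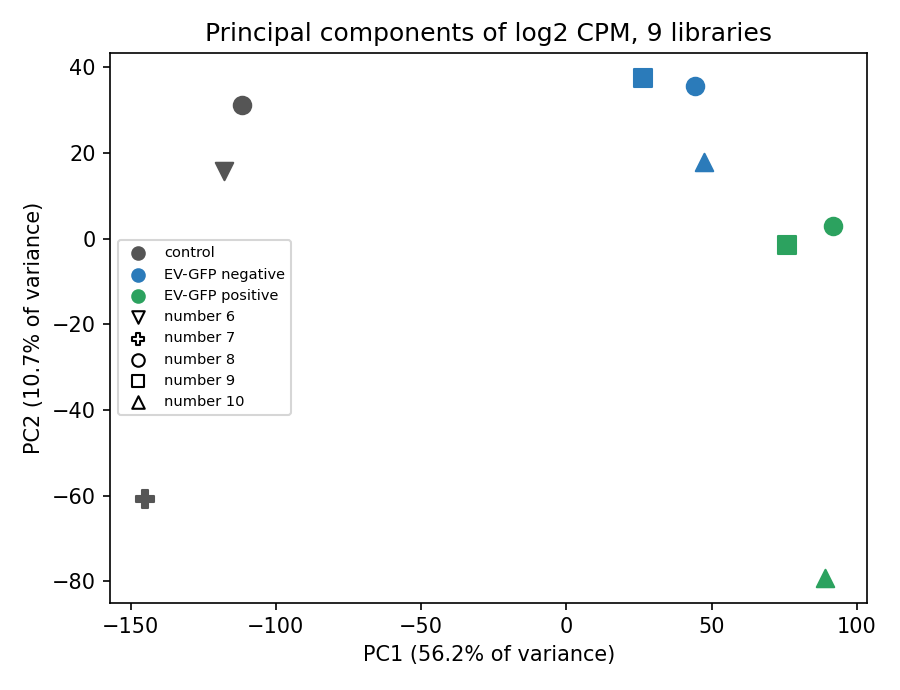
Principal components of log2 CPM, with each point a library, colour for the group and shape for the number in the library name. The first axis (56.2% of variance) separates the 3 groups without overlap, and on the second axis (10.7%) control replicate 7 and EV-GFP positive replicate 10 lie lowest.

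Microglia positive for EV-GFP were compared with EV-GFP negative microglia of tumour-bearing brains, which addresses what differs between cells with and without EV-GFP signal. F13a1, a coagulation factor subunit made by macrophages, was 4.81-fold higher in the positive cells, at 128 ± 73.7 against 26.2 ± 1.88 CPM (SD, n = 3), on chromosome 13 at 36867178 to 37050244 of GRCm38. Tmed9, a protein of vesicle transport between the endoplasmic reticulum and the Golgi, was 3.71-fold higher (319 ± 12.6 against 85.6 ± 19.9), and Tgfbi, a secreted matrix protein, 2.41-fold higher (1429 ± 178 against 592 ± 58.1). Olig1, a transcription factor of the oligodendrocyte lineage and of many gliomas, rose 2.76-fold, to 321 ± 67.1 from 116 ± 36.4, on chromosome 16 at 91269772 to 91271933. Slc2a5, a fructose transporter that marks microglia, was 2.87-fold lower at 211 ± 73.6 against 598 ± 53.0, on chromosome 4 at 150119283 to 150144169.

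In all, 86 of 12025 genes passed in this comparison, 31 higher and 55 lower in the positive cells (edgeR), with 2080 at an unadjusted p under 0.05, and DESeq2 called 857. With the replicate number as a block, 1773 passed, 954 higher and 819 lower, and these included all 86. The other largest rises were in Ap3s1, an adaptor subunit of vesicle sorting (log2 2.03), Prnp, the prion protein (1.74), the transcription factor Max (1.53), the noncoding RNA Yam1 (1.45) and Tubb2b, a tubulin (1.38). The largest falls were in Adamts16, a secreted protease with 2 reads in the positive libraries and 295 in the negative ones, Ppp1r9a (-2.85), the chromatin regulators Kmt2c (-2.32) and Arid2 (-2.13), the collagen gene Col27a1 (-2.22), the transporter Abcc5 (-1.92), Nfat5, a transcription factor of the osmotic response (-1.87), and Ddx26b (-1.68). The groups did not overlap in all 86 genes and in 26.0% of all genes tested, where chance gives 10%. The higher calls were 36.0% of the 86, against 52.3% of the calls with RLE factors. With spike-in scaling, which moved the median of all genes from -0.03 to -0.57, 0 genes passed and 1497 had an unadjusted p under 0.05. Whether spike-ins were added per cell or per amount of RNA is not given in the sources used here. Spike-in reads were 0.396% to 0.676% of gene reads in the control libraries. They were 0.172% to 0.330% in the EV-GFP negative and 0.236% to 0.457% in the EV-GFP positive libraries. Values with spike-in scaling, here and below, therefore cannot separate expression per cell from input amount or scaling error. Leaving out 1 library gave 4, 2 and 1 genes without EV-GFP negative replicate 8, 9 or 10, and 5, 105 and 0 without EV-GFP positive replicate 8, 9 or 10, with 1619 at an unadjusted p under 0.05 where 0 passed.

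Genes that mark homeostatic microglia had a negative list median, though few passed singly. Of 38 measured, 4 fell and 0 rose, 19 fell when adjusted over the list alone, and 22 fell with the block. The median log2 change was -0.60, or -1.13 with spike-in scaling (camera adjusted p = 2.16e-15, and adjusted p = 0.318 with an estimated correlation). Besides Slc2a5 (log2 -1.52), Il6ra, the interleukin 6 receptor, was lower by a log2 change of -1.36, the nuclear cofactor Nrip1 by -1.19 and the Golgi protein Golm1 by -1.09. Of 32 genes of disease-associated microglia, 0 passed over all genes, 6 rose when adjusted over the list alone and 16 rose with the block. Their median was 0.48, or -0.11 with spike-in scaling and then 0.46 relative to all genes (camera adjusted p = 1.79e-06, and adjusted p = 0.406 with an estimated correlation). Values for this list included Ccl6, a chemokine (log2 1.37, adjusted p = 0.0531), Fth1, an iron storage subunit (1.26, adjusted p = 0.0970), and Fabp5, a fatty acid carrier (1.79, adjusted p = 0.0984).

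The interferon response, a set of antiviral genes, had a median of 0.60 over 32 genes, or 0.16 with spike-in scaling. None passed over all genes, where 4 rose adjusted over the list alone and 16 rose and 1 fell with the block (camera adjusted p = 1.08e-09, and adjusted p = 0.353 with an estimated correlation). Ifitm3, which restricts virus entry, had a log2 change of 1.05 (adjusted p = 0.0538). For the 14 genes of MHC class I presentation the median was 0.35, or -0.05 with spike-in scaling and then 0.52 relative to all genes, and 0 passed, also when adjusted over the list alone. With the block 5 rose (camera adjusted p = 0.000380, 0.0738 without EV-GFP negative replicate 9, and adjusted p = 0.440 with an estimated correlation). Of 14 MHC class II genes 0 passed, 1 fell adjusted over the list alone, and 5 rose and 3 fell with the block (camera adjusted p = 0.127, and adjusted p = 0.659 with an estimated correlation). For 22 tumour-supporting and immune-suppressing genes the median was 0.90, or 0.24 with spike-in scaling, with 0 passing either way and 11 rising and 1 falling with the block (camera adjusted p = 1.26e-06, and adjusted p = 0.260 with an estimated correlation). Its members included Lgals1, a secreted lectin (log2 1.05, adjusted p = 0.102), and Gpnmb, a glycoprotein of activated microglia and macrophages (1.01, adjusted p = 0.168).

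Nuclear genes of glycolysis, oxidative phosphorylation and ribosomal proteins had positive list medians, though few passed singly, and genes encoded in mitochondria had a negative one. Eno1, a glycolytic enzyme, was 1.99-fold higher (adjusted p = 0.0455), the 1 of 19 glycolysis genes to pass, where 10 rose and 1 fell adjusted over the list alone and 14 rose with the block. Pkm and Gapdh, of the same pathway, had log2 changes of 0.97 and 1.05 (adjusted p = 0.0531 and 0.0539). The list median was 0.60, or 0.09 with spike-in scaling (camera adjusted p = 2.23e-09, and adjusted p = 0.260 with an estimated correlation). Of 26 nuclear genes of oxidative phosphorylation 0 passed, 10 rose adjusted over the list alone and 18 rose with the block. The median was 0.52, or 0.02 with spike-in scaling (camera adjusted p = 1.08e-09, and adjusted p = 0.353 with an estimated correlation). Among 36 ribosomal protein genes Rplp0 rose (log2 1.00, adjusted p = 0.0401), 28 rose adjusted over the list alone and 30 rose with the block. Their median was 0.67, or 0.17 with spike-in scaling (camera adjusted p = 8.37e-22, and adjusted p = 0.342 with an estimated correlation). The 8 genes encoded in mitochondria had a median of -0.43, or -0.96 with spike-in scaling, and 0 passed, 0 adjusted over the list alone and 4 with the block, all lower (camera adjusted p = 0.106, 0.000533 with the block, and adjusted p = 0.659 with an estimated correlation).

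Immediate-early and heat shock genes respond within minutes to cell handling. Hspa1b and Hspa1a, near-identical chaperone genes whose reads cannot be split with certainty, fell by 1.58 and 1.54 on the log2 scale. These were the 2 of 27 genes that passed, where 9 fell adjusted over the list alone and 14 fell with the block, with a median of -0.59, or -1.16 with spike-in scaling (camera adjusted p = 1.26e-06, and adjusted p = 0.371 with an estimated correlation). Of 25 matrix remodelling genes Tgfbi alone passed, 1 rose and 1 fell adjusted over the list alone, and 8 rose and 1 fell with the block. Their median was 0.46, or -0.15 with spike-in scaling (camera adjusted p = 0.0615, 0.0154 with the block, and adjusted p = 0.371 with an estimated correlation). Of 18 angiogenesis factors 0 passed either way and 5 rose and 1 fell with the block, with a median of 0.54, or 0.01 with spike-in scaling (camera adjusted p = 0.00233, and adjusted p = 0.334 with an estimated correlation). Of 19 hypoxia genes 0 passed, 1 fell adjusted over the list alone, and 4 rose and 1 fell with the block, with a median of 0.45, or -0.09 with spike-in scaling (camera adjusted p = 0.0493, and adjusted p = 0.420 with an estimated correlation). The hypoxia call was lost with RLE factors (adjusted p = 0.0505), without EV-GFP negative replicate 8 or 9 (0.127 and 0.0738) and without EV-GFP positive replicate 10 (0.336).

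For markers of other cells few genes passed singly. Of 23 genes of infiltrating monocytes, 1 rose (Tgfbi), 5 rose adjusted over the list alone and 15 rose with the block, with a median of 1.06, or 0.49 with spike-in scaling (camera adjusted p = 1.05e-11, and adjusted p = 0.260 with an estimated correlation). Ms4a6c, a membrane protein of monocytes, was at 212 ± 47.1 against 100 ± 35.4 CPM (adjusted p = 0.0730). Of 15 genes of border-associated macrophages, which line the meninges and vessels, F13a1 rose, 3 rose adjusted over the list alone and 7 rose with the block. This median was 1.21, or 0.71 with spike-in scaling (camera adjusted p = 0.000239, and adjusted p = 0.260 with an estimated correlation). In the tumour and glial list of 20 genes Olig1 rose, 1 rose adjusted over the list alone and 5 rose with the block. The median was 0.45, or 0.97 with the block and 0.02 with spike-in scaling (camera adjusted p = 0.00462, and adjusted p = 0.353 with an estimated correlation). Of 15 genes of T and NK cells 0 passed either way and 4 rose with the block, with a median of 1.58 (camera adjusted p = 1.65e-06, 0.00432 without EV-GFP positive replicate 8, and adjusted p = 0.342 with an estimated correlation). Several of these genes were highest in that library, such as Gzmb at 133 CPM against 19.4 and 17.1 in the other libraries of its group. The 17 endothelial and mural genes had a median of 0.37, which turned negative with spike-in scaling, and 0 passed, 0 adjusted over the list alone and 2 with the block, both higher (camera adjusted p = 0.273, 0.0342 with the block, and adjusted p = 0.599 with an estimated correlation).

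The transcripts that miR-21 is known to lower were compared next, because the cells cannot make miR-21 themselves. Btg2, an antiproliferative gene of the early stress response on chromosome 1 at 134075170 to 134079120, was at 170 ± 64.7 CPM in EV-GFP positive and 430 ± 122 in EV-GFP negative cells (log2 -1.36, adjusted p = 0.0512, and 4.35e-06 with the block). Nfat5 fell 3.65-fold, to 6.07 ± 1.09 from 22.7 ± 1.22 CPM (adjusted p = 0.0401). Tgfbi, also on this list, rose (log2 1.27, SE 0.17, adjusted p = 0.0208). Of 42 literature targets measured, 1 rose and 1 fell, 1 rose and 7 fell adjusted over the list alone, and 1 rose and 10 fell with the block. The list median was -0.31, or -0.80 with spike-in scaling (camera adjusted p = 0.0519, 0.00636 with the block, and adjusted p = 0.334 with an estimated correlation, 0.363 with the block). The list was called with RLE factors (adjusted p = 0.0493) and without EV-GFP negative replicate 8 or 9 or EV-GFP positive replicate 9 (0.0300, 0.00921 and 0.0441). It was not called without EV-GFP negative replicate 10 or EV-GFP positive replicate 8 or 10 (0.0609, 0.0524 and 0.0715). With the length trend removed the call of the block was lost (0.0981, or 0.123 with GC content also removed), and without the block the value was 0.389. The list may hold genes that the study itself named and is then not independent evidence.

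With the block, the targets that fell included Bmpr2, a receptor of bone morphogenetic proteins (log2 -1.68 without the block, adjusted p = 0.0522, and 0.00172 with it). Sesn1, Pik3r1, Kbtbd2, Ski and Rhob had log2 changes of -0.74, -0.81, -0.67, -0.82 and -0.85, with adjusted p between 0.0696 and 0.151 without the block and between 0.000495 and 0.0164 with it. Matches to the miR-21 seed lie in the 3' UTR, within the last exon, of several of these genes on GRCm38. Nfat5 has ATAAGCT on chromosome 8 at 107379069 to 107379075 (exon 15 of 15), and Bmpr2 has ATAAGCTA on chromosome 1 at 59877132 to 59877139 (exon 13 of 13). Tgfbi, which rose, has ATAAGCTA on chromosome 13 at 56639184 to 56639191 (exon 17 of 17). Pik3r1 has 2 matches on chromosome 13, at 101683718 to 101683724 and at 101683970 to 101683976 (exon 16 of 16). Ski has 1 on chromosome 4 at 155157036 to 155157043 (exon 8 of 8), and Rhob has 1 on chromosome 12 at 8497719 to 8497725 in its single exon. The longest annotated 3' UTR of Btg2, of 2199 bases, holds 0 matches, as do those of Sesn1 and Kbtbd2.

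Across the transcriptome, 856 tested genes had a miR-21 seed match in the 3' UTR and 10186 had none. Their log2 change was lower by -0.10 (SE 0.03) after adjustment for UTR length and expression, and 18 of 420 7-mers of the same composition had a shift as low (two-sided permutation p = 0.105 over all orders of the bases). With the block the shift was also -0.10 and 8 of the 420 were as low (permutation p = 0.0548). The shifts were ranked without scaling by their standard errors. With the block the extremes were -0.188 for ATCGTAA and 0.119 for ATTCGAA, which both hold CG. The number of genes that match each 7-mer is not given here. Rarer 7-mers may therefore widen the spread against which both permutation p-values were taken. The 420 include TAAGCTA, which holds the match to miR-21 positions 2 to 7. Its shift was -0.128, or -0.0826 with the block, so the 7-mers compared are not all unrelated to miR-21. The set test of camera gave p = 0.00369 with the preset correlation and p = 0.0462 with an estimated correlation. Unlike the shift, this set test holds no adjustment for UTR length or expression. Without that adjustment, mean log2 changes were -0.26 for genes with a match and -0.03 for genes without. The p-values of camera can therefore come from UTR length as well as from the seed match. The set test of camera pointed down for EV-GFP negative minus control too, with p = 0.00922 and p = 0.112, and for EV-GFP positive minus control, with p = 0.00145 and p = 0.0764, for the preset and an estimated correlation. Genes with a match had longer 3' UTRs, with a median of 2762 against 1078 bases, and longer UTRs went with lower values in the EV-GFP positive cells (log2 -0.09 per doubling of length). The shift was -0.13 for EV-GFP negative minus control (permutation p = 0.486) and -0.23 for EV-GFP positive minus control (p = 0.248).

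**Figure D2:**
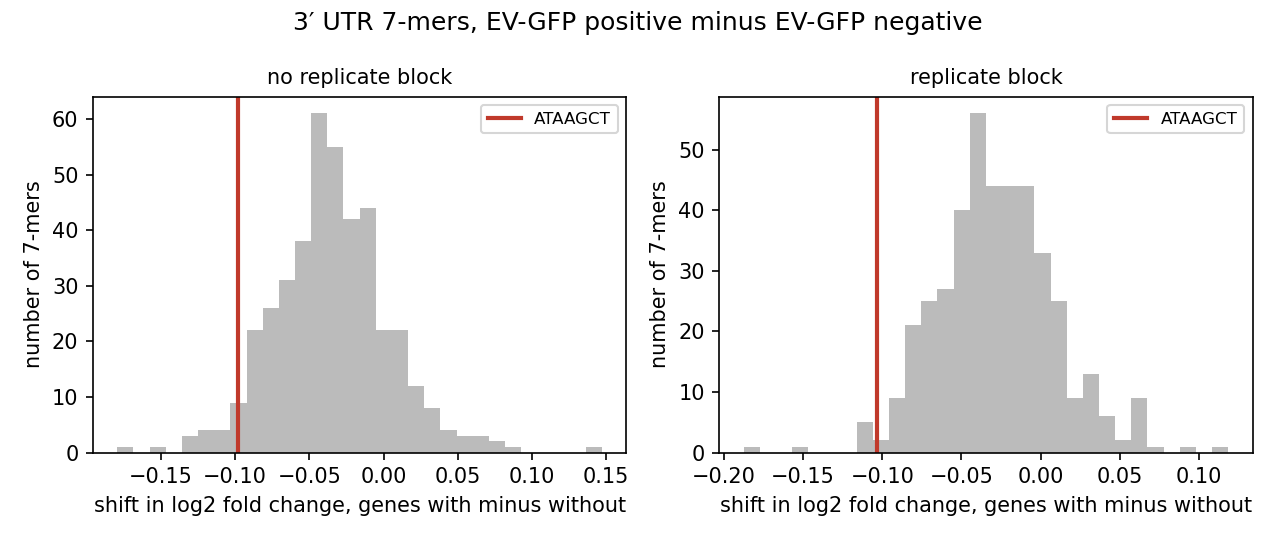
Histograms of the shift in log2 fold change, EV-GFP positive minus EV-GFP negative, between genes with and without each of 420 7-mers in the 3' UTR, without (left) and with (right) the replicate block. The red line marks the miR-21 seed match ATAAGCT, with 18 of the 420 7-mers at or below it on the left and 8 on the right.

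Microglia of tumour-bearing brains that were negative for EV-GFP were compared with those of control brains, which addresses how the tumour environment goes with microglial expression in cells without EV-GFP signal. Gpnmb stood at 608 ± 311 CPM against 0.122 ± 0.212 in the controls, where its 3 libraries held 5 reads together. Genes of the interferon response were higher, such as Irf7, a master regulator of this response, at 458 ± 180 against 3.44 ± 0.842, and Ifitm3 at 894 ± 262 against 20.5 ± 2.02. P2ry12, the purine receptor that marks resting microglia, was 3.57-fold lower, at 1590 ± 222 against 5674 ± 932. Ngp, a neutrophil granule gene, was lower too, at 13.3 ± 1.40 against 244 ± 38.4. Of the 12 neutrophil markers tested 6 fell, and their list was not called with an estimated correlation (camera adjusted p = 0.305). Several transcripts had no read in any control library and were at least 1290-fold (Olig1), 1207-fold (Serpina3g, a protease inhibitor), 877-fold (Syt4, a vesicle protein), 865-fold (Krt8, a keratin), 726-fold (Ly6i), 683-fold (Ncald) and 623-fold (Nlrc5, the activator of MHC class I genes) higher in EV-GFP negative cells. Serpina3g varied between libraries, at 26.4, 37.7 and 262 CPM, as did Krt8, at 33.5, 64.9 and 135 CPM.

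In this comparison 2438 genes passed (edgeR), 1832 higher and 606 lower, and the groups did not overlap in 40.0% of genes, where chance gives 10%. Without EV-GFP negative replicate 10 the count was 1587. With spike-in scaling, which moved the median of all genes to 1.16, 3472 genes passed and 99.7% of them were higher, against 75.1%. List medians moved with it, such as those of disease-associated genes (1.01 to 1.96), ribosomal proteins (1.08 to 2.10) and oxidative phosphorylation (0.70 to 1.70).

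All 32 interferon response genes rose, also adjusted over the list alone, with a median log2 change of 4.73 (camera adjusted p = 4.10e-17, and adjusted p = 0.305 with an estimated correlation). All 32 cell cycle genes rose, also adjusted over the list alone, with a median of 3.90, such as Mcm6, a replication helicase subunit (2.98), and the mitotic kinase Aurka (4.08) (camera adjusted p = 8.62e-14, and adjusted p = 0.305 with an estimated correlation). Antigen presentation rose in both classes, with 9 of 14 class II genes, such as H2-Ab1 (4.92) and H2-Aa (5.15), and 11 of 14 class I genes, such as H2-K1 (2.67), or 10 and 13 adjusted over the list alone. The medians were 2.78 and 1.83 (camera adjusted p = 0.000615 and 1.15e-07, and adjusted p = 0.412 and 0.305 with an estimated correlation). Of 22 inflammatory cytokine genes 16 rose, such as the chemokines Ccl12 (3.44), Ccl7 (5.04) and Ccl2 (2.89) and the interleukin gene Il1b (2.78), with a median of 2.63 (camera adjusted p = 1.18e-05, and adjusted p = 0.305 with an estimated correlation). Of 32 disease-associated genes 15 rose and 3 fell, such as the lectin gene Lgals3 (5.09), with a median of 1.01 (camera adjusted p = 0.00229, and adjusted p = 0.489 with an estimated correlation). Of 22 tumour-supporting genes 13 rose and 1 fell, such as Lgals1 (5.31), with a median of 1.64 (camera adjusted p = 0.0110, and adjusted p = 0.397 with an estimated correlation). Adjusted over the list alone, 16 cytokine genes rose, 17 disease-associated genes rose and 4 fell, and 13 tumour-supporting genes rose and 1 fell.

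Of 38 homeostatic genes 18 fell and 0 rose, or 26 fell adjusted over the list alone, with a median of -0.68, which turned to 0.37 with spike-in scaling and was then -0.79 relative to all genes (camera adjusted p = 8.62e-14, and adjusted p = 0.305 with an estimated correlation). Besides P2ry12 (log2 -1.84), the receptors Gpr34 and P2ry13 fell by 1.68 and 1.23, and the transcription factor Sall1 fell by 1.01 but had a log2 change above 0 with spike-in scaling. Of 36 ribosomal protein genes 35 rose, with a median of 1.08 (camera adjusted p = 8.62e-14, and adjusted p = 0.397 with an estimated correlation). Of 19 glycolysis genes 12 rose, such as Pgk1 (2.27) and Pkm (2.06), with a median of 1.24 (camera adjusted p = 3.80e-06, and adjusted p = 0.305 with an estimated correlation). Of 26 oxidative phosphorylation genes 13 rose, with a median of 0.70 (camera adjusted p = 0.000103, and adjusted p = 0.423 with an estimated correlation). Of 25 matrix genes 9 rose and 1 fell, such as Timp1, a protease inhibitor at least 401-fold higher, and of 18 angiogenesis factors 8 rose, such as Anxa2 (5.27). Their medians were 1.06 and 2.06 (camera adjusted p = 0.0202 and 0.00627, and adjusted p = 0.308 and 0.305 with an estimated correlation). Of 42 miR-21 targets 6 rose and 4 fell (camera adjusted p = 0.570, and adjusted p = 0.750 with an estimated correlation), such as Tgfbi (2.60) and Sesn1 (-1.43). Of 27 immediate-early genes 6 rose (camera adjusted p = 0.169, and adjusted p = 0.750 with an estimated correlation), such as Nr4a1 (1.53) and Atf3 (1.00). Adjusted over the list alone, 36 ribosomal, 14 glycolysis, 15 oxidative phosphorylation, 10 angiogenesis and 8 immediate-early genes rose, 10 matrix genes rose and 2 fell, and 7 miR-21 targets rose and 4 fell.

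Among markers of other cells, 12 of 23 monocyte genes rose, such as S100a6 (5.76) and Plac8 (4.72), with a median of 2.60 (camera adjusted p = 5.27e-05, and adjusted p = 0.305 with an estimated correlation). Of 12 neutrophil genes 6 fell, such as Camp (-4.99), Ltf (-4.51), S100a9 (-3.90), S100a8 (-3.59) and Lcn2 (-2.86), with a median of -3.68 (camera adjusted p = 1.14e-06, and adjusted p = 0.305 with an estimated correlation). The other largest falls were in Cd177, a neutrophil surface protein (-3.78), and Sema6d, a guidance molecule (-3.59). Of 15 T and NK cell genes 12 rose and 1 fell, such as the kinase gene Lck and the granzyme gene Gzmb, at least 101-fold and 241-fold higher, with a median of 5.55 where genes without a control read are at their bound (camera adjusted p = 0.00627, and adjusted p = 0.423 with an estimated correlation). In the tumour and glial list 13 of 20 rose, such as the glial transcription factors Olig2 and Sox2, at least 128-fold and 94.0-fold higher, with a median of 4.70 at these bounds (camera adjusted p = 2.16e-05, and adjusted p = 0.305 with an estimated correlation). Of 14 astrocyte genes 3 rose, such as Gfap (6.35), and 1 fell, with a median of 1.18 (camera adjusted p = 0.0245, 0.277 without control replicate 7, and adjusted p = 0.423 with an estimated correlation). Of 8 oligodendrocyte genes 4 rose, with a median of 2.63 (camera adjusted p = 0.0510, and adjusted p = 0.412 with an estimated correlation). Adjusted over the list alone, 17 monocyte, 15 tumour and glial, and 4 oligodendrocyte genes rose, 7 neutrophil genes fell, 12 T and NK cell genes rose and 1 fell, and 5 astrocyte genes rose and 1 fell.

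**Figure D3:**
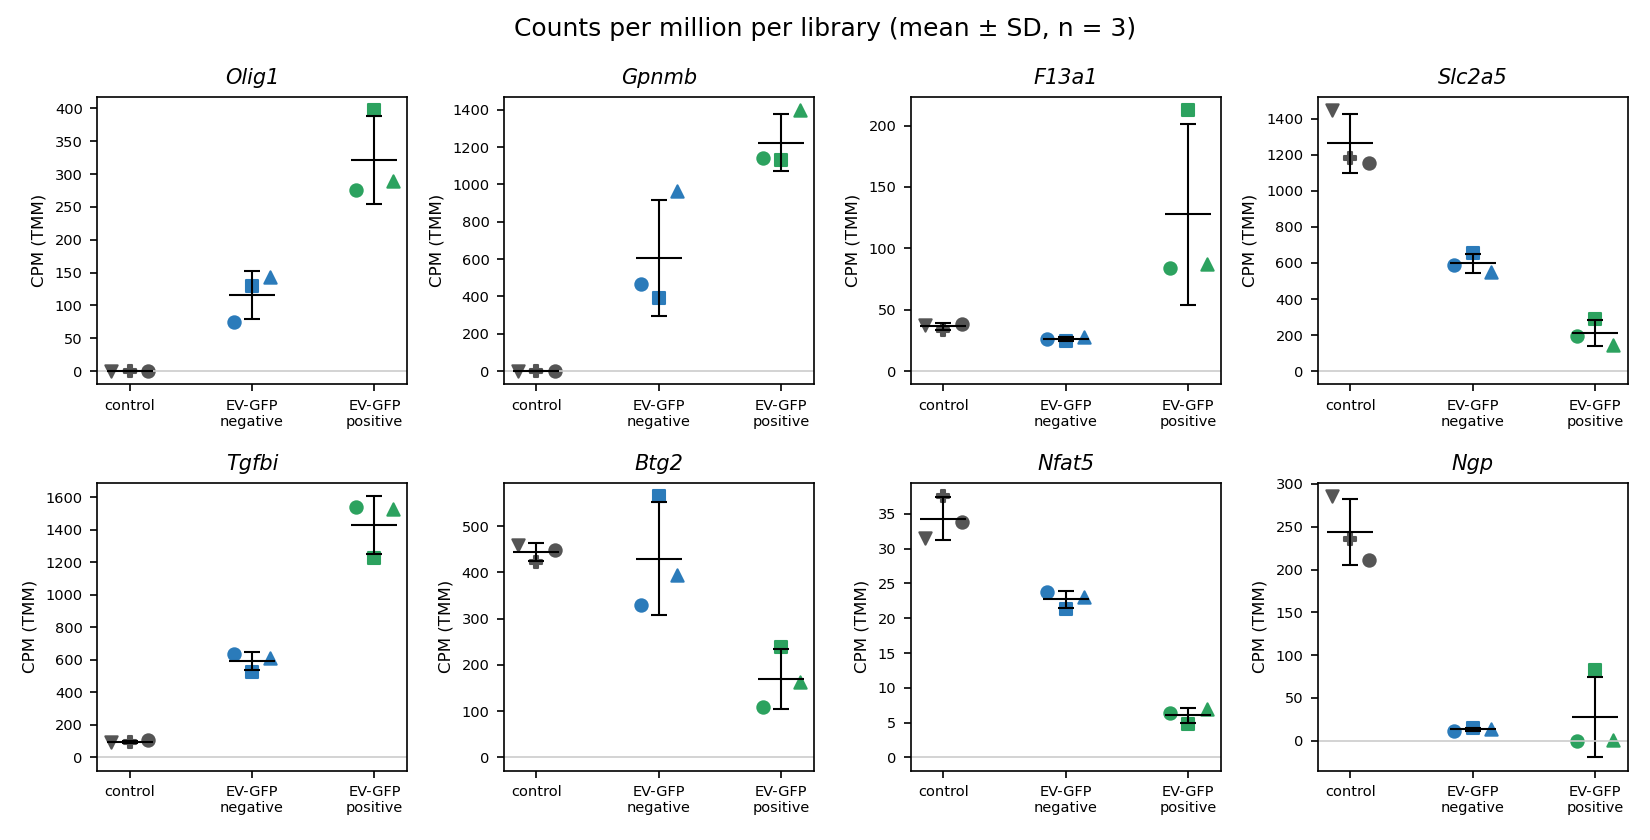
CPM of 8 genes in each library, with the number in the library name as shape, a horizontal line at the mean and bars of 1 SD (n = 3). Olig1 and Gpnmb are near 0 in the controls and highest in EV-GFP positive cells, Slc2a5 and Nfat5 step down from control to EV-GFP positive, and Ngp is at 82.3 in EV-GFP positive replicate 9 against 0 and 1.07 in the other libraries of that group.

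Microglia positive for EV-GFP were also compared with control microglia, which addresses how cells positive for EV-GFP differ from those of a brain without tumour. Gpnmb reached 1224 ± 153 CPM, Irf7 913 ± 191 and Ifitm3 1849 ± 220, against 0.122 ± 0.212, 3.44 ± 0.842 and 20.5 ± 2.02 in the controls. P2ry12 was 4.62-fold lower, at 1228 ± 143 against 5674 ± 932, and Slc2a5 6.06-fold lower, at 211 ± 73.6 against 1264 ± 163. Among transcripts with no control read, Olig1 was at least 3571-fold higher, Serpina3g 2037-fold, Ly6i 1824-fold, Krt8 1808-fold, Sox10, a transcription factor of the oligodendrocyte lineage, 1558-fold, Syt4 1390-fold and Il12rb1, an interleukin 12 receptor subunit, 1035-fold. Serpina3g (90.2, 58.1 and 401 CPM in replicates 8, 9 and 10), Ly6i (159, 54.5 and 279) and Krt8 (27.5, 176 and 285) varied between libraries. The largest falls were in genes with few reads in the EV-GFP positive libraries, such as Adamts16 (2 reads against 710), Klhl23 (3 against 795), Arhgap27os3 (2 against 616), Zfp449 (3 against 706), Adcy8 (12 against 1460), Tlr5, the flagellin receptor (6 against 943), Zfp606 (8 against 851) and Abcb4 (19 against 1981).

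Here 4357 genes passed (edgeR), 2615 higher and 1742 lower, and the groups did not overlap in 48.0% of genes, where chance gives 10%. With spike-in scaling, which moved the median of all genes to 0.56, 2522 passed and 94.3% of them were higher, against 60.0%.

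Of 38 homeostatic genes 31 fell and 0 rose, such as Il6ra (log2 -2.38) and Gpr34 (-2.21), with a median of -1.50, or -0.97 with spike-in scaling (camera adjusted p = 3.82e-19, and adjusted p = 0.254 with an estimated correlation). All 32 interferon genes rose, with a median of 5.55 (camera adjusted p = 2.44e-18, and adjusted p = 0.255 with an estimated correlation). All 36 ribosomal protein genes rose, with a median of 1.78 (camera adjusted p = 2.94e-21, and adjusted p = 0.281 with an estimated correlation), and 31 of 32 cell cycle genes, with a median of 3.73 (camera adjusted p = 1.78e-12, and adjusted p = 0.289 with an estimated correlation). Of 19 glycolysis genes 15 rose and of 26 oxidative phosphorylation genes 21, with medians of 1.92 and 1.12 (camera adjusted p = 1.40e-08 and 3.53e-09, and adjusted p = 0.254 and 0.291 with an estimated correlation). All 14 class I genes rose, and 9 of 14 class II genes rose and 1 fell, with medians of 2.40 and 2.80 (camera adjusted p = 9.38e-10 and 0.000738, and adjusted p = 0.255 and 0.308 with an estimated correlation). Disease-associated genes rose in 21 of 32 and fell in 2, tumour-supporting genes rose in 15 of 22 and fell in 2, and cytokine genes rose in 14 of 22. Their medians were 1.84, 2.06 and 2.66 (camera adjusted p = 8.55e-06, 0.000161 and 2.91e-05, and adjusted p = 0.308, 0.262 and 0.254 with an estimated correlation). Adjusted over the list alone, the counts of these lists were the same except for 33 homeostatic genes that fell, 32 cell cycle and 15 cytokine genes that rose, and 22 disease-associated genes that rose and 3 that fell.

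Of 23 monocyte genes 18 rose, with a median of 4.02 (camera adjusted p = 9.49e-09, and adjusted p = 0.254 with an estimated correlation). In the tumour and glial list 15 of 20 rose and in the T and NK cell list 12 of 15 rose and 1 fell, with medians of 5.01 and 6.97 where genes without a control read are at their bound (camera adjusted p = 6.31e-06 and 7.85e-05, and adjusted p = 0.254 and 0.291 with an estimated correlation). Of 14 astrocyte genes 6 rose and 1 fell, with a median of 2.12 (camera adjusted p = 0.00782, and adjusted p = 0.308 with an estimated correlation). Of 12 neutrophil genes 4 fell, with a median of -1.93, or -1.22 with spike-in scaling (camera adjusted p = 0.00119, and adjusted p = 0.291 with an estimated correlation). Of 42 miR-21 targets 7 rose and 14 fell, with a median of -0.09, which turned to 0.29 with spike-in scaling (camera adjusted p = 0.151, and adjusted p = 0.413 with an estimated correlation). Tgfbi was 14.6-fold higher, and Sesn1 4.51-fold, Nfat5 5.51-fold and Btg2 2.65-fold lower. Of 25 matrix genes 11 rose and 2 fell, and of 18 angiogenesis factors 12 rose and 1 fell, with median rises of 3.48-fold and 6.51-fold (camera adjusted p = 0.0240 and 0.00176, and adjusted p = 0.291 and 0.255 with an estimated correlation). Adjusted over the list alone, the counts of these lists were the same except for 17 tumour and glial genes that rose, 8 miR-21 targets that rose, and 2 angiogenesis factors that fell.

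Both comparisons with the controls called 2262 genes in the same direction, 1732 higher and 530 lower, and 0 in opposite directions. Independent lists of the same lengths would share 398 and 87.8. The log2 changes correlated across genes, which are not independent replicates, at 0.938 against 0.459 in simulations of unchanged groups with the same controls. Their covariance was 4.73 against 0.203, a difference of 4.52. With 3 control libraries the controls could not be split, so part of the overlap may come from the libraries that both comparisons share.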

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

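The tests of whether 1 source accounts for transcripts without control reads, of control depth, of oligodendrocytes, of seed sites and of a lower share of microglia were chosen after the results they bear on had been seen.

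A signal lay outside the comparisons in Xist, the transcript that silences an X chromosome in female cells. EV-GFP negative replicate 8 held 1443 reads of it and EV-GFP positive replicate 8 held 138, while all control libraries and the other tumour libraries held 0. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 reads in the same 2 libraries. Kdm5d was also at 0 in EV-GFP positive replicate 9, where Ddx3y had 14 reads. Xist without Y-linked reads is the pattern of female cells. All other libraries, controls included, held reads of Ddx3y and none of Xist. Both tumour groups thus held libraries of both sexes and the controls did not. Sex was not a covariate in the fit of all 9 libraries.

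The first pattern is that 102 transcripts with no read in any control library and a mean log2 CPM of at least 3 were present in the tumour libraries, such as Olig1, Sox10 and Krt8. The control libraries together held 1.20 times the gene reads of the EV-GFP negative ones, which argues against a lower control depth, and their changes between the EV-GFP groups ran from -1.94 to 2.45, too far apart for 1 source with a fixed profile (Cochran Q, chi-square p = 8.80e-17). The 4 of them in the tumour and glial list (Col4a1, Olig1, Olig2 and Sox2) were not shown to differ (Q, chi-square approximation, p = 0.104), but all 8 members without control reads, less abundant ones included, were (p = 0.0164), so 1 source in tumour or glial progenitor cells may or may not account for them, and 9 of the 20 genes of that list tested were at 1 CPM or more in controls and 2 stand in another list. As 1 source with a fixed profile, mature oligodendrocytes are argued against for the 102 transcripts together by the same test. For a part of these transcripts they stay open: the list median was 3.07 in EV-GFP positive minus control (95% bootstrap interval -0.25 to 8.68). Mog was higher, but Mbp was at 46.7 and Mag at 40.0 CPM, against 39.6 and 47.4 in controls. In controls 4 of the 8 genes were at 1 CPM or more. Neither the microglia isolation nor the EV-GFP gate, whose setting is not given in the sources used here, was tested for what it removes. Induction within tumour microglia is a biological reading that the groups allow, and it also remains untested. The 1 source tested above could be other cells or their RNA, with a fixed profile. RNA of other cells taken up by microglia in other proportions was not tested.

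The second pattern is that log2 changes from EV-GFP negative to EV-GFP positive cells were lower for transcripts with longer 3' UTRs. The median of the miR-21 targets was also negative, though 1 of 42 fell and 1 rose without the block. With the block 10 of 39 fell and 1 rose. The list was not called with an estimated correlation there (camera adjusted p = 0.363). Depth was argued against, as the change per doubling of UTR length was -0.0869 after thinning to equal depth, against -0.0894 before, both with the block. A trend of the libraries with transcript length stays open as a cause of part or all of the pattern. Removing it brought that change to 0.00689 (SE 0.00450). The UTR counts toward the length, so this removal takes out a change with UTR length whatever its cause and cannot decide between causes. It moved the median of the targets from -0.38 to -0.21 and its 95% bootstrap interval to -0.48 to 0.12. Repression through miR-21 seed sites, the biological reading named by the series title, remains open, with a permutation p of 0.0548 for the seed match among 420 7-mers with the block. These values do not tell apart RNA quality, transcript length, a response to cell handling and miR-21 for single genes such as Btg2. The longest annotated 3' UTR of Btg2 has no match to ATAAGCT. In the same comparison 14 of 27 immediate-early and heat shock genes fell and 0 rose with the block.

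The third pattern is the negative median of homeostatic microglia genes in EV-GFP positive minus EV-GFP negative. Without the block 4 of 38 fell, and the list was not called with an estimated correlation (adjusted p = 0.318) or directional fry (0.0563). With the block 22 of 37 fell and 0 rose. The list was not called there either with an estimated correlation (adjusted p = 0.363) or directional fry (0.140). A lower share of microglia with unchanged transcripts stays open: 7 genes specific to microglia changed by unequal amounts, from -0.17 (Olfml3) to -1.56 (Slc2a5), with Cochran Q p = 6.22e-09 by the chi-square approximation. This rests on Slc2a5, and p was 0.0808 for the other 6. The median of the list was -0.55 after thinning to equal depth and -0.53 after removal of the length trend, against -0.61 before (block), which argues against depth and transcript length as the whole cause. A changed state of EV-GFP positive microglia may be part of it, as an untested hypothesis. A mixture with other phagocytes stays open, as 1 of 23 monocyte and 1 of 15 border macrophage genes rose. With the block 15 of 23 and 7 of 12 rose. Neither list was called with an estimated correlation (camera adjusted p = 0.260 for both, and 0.363 for both with the block).

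Splits of 6 libraries into 3 against 3 number 10, too few for a share under 0.05 in any comparison. For EV-GFP positive minus EV-GFP negative, 1 split (the real one) called 86 genes and the highest other 0, and 4 of the 10 splits called as many lists as the real one (15), the highest other 21. Among splits that part all 3 numbered pairs the highest other called 17. For EV-GFP negative minus control the real split called 2438 genes and 19 lists and the highest others 0 and 16, and for EV-GFP positive minus control 4357 genes and 20 lists against 0 and 19. The seed shift of -0.10 was matched in size by 2 of the 10 splits, the real one included, with a highest other of 0.104, which points upward. Among splits that part all 3 numbered pairs, which are fewer than 10, the largest other in size was -0.0807.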

How the results depend on the processing

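Added after seeing the data were thinning, removal of length and GC trends, spike-in scaling, and the block fits that leave out a number or test all 12025 genes. No gene named for EV-GFP positive minus EV-GFP negative kept its side of the threshold in every alternative (0 of 33, none reversed), while 86 of 122 did for EV-GFP negative minus control and 110 of 135 for EV-GFP positive minus control. For EV-GFP positive minus EV-GFP negative, 86 genes became 157 with upper-quartile factors, 396 without a filter, 151 with a stricter filter, 857 with DESeq2, 172 after thinning, 51 after removal of the length trend and 0 with spike-in scaling. Pairing the libraries by number gave 1773 genes with a replicate block in edgeR. In limma-voom 66 genes passed without the block and 814 with it as a random effect. The edgeR fit with the block gave 1704 on all 12025 genes, 1397 after thinning, and 1275 and 1368 after removal of length or length and GC trends. It gave 1210, 1375 and 1388 without number 8, 9 or 10. Leaving out 1 library gave 0 (EV-GFP positive replicate 10) to 105 (EV-GFP positive replicate 9). It gave 4, 2 and 1 without EV-GFP negative replicate 8, 9 and 10 and 5 without EV-GFP positive replicate 8, so the unblocked count fell whichever of these was left out. At an unadjusted p under 0.05 the same fits held 1789, 1431, 1923 and 1727 genes, against 2080 with all libraries. Of the 86 genes, 86 were shared with the block, 85 with DESeq2, 78 with thinning, 62 with RLE factors and 42 with the length trend removed.

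For EV-GFP negative minus control, 2438 genes became 3726 with limma-voom alone and 3744 with limma-voom and the block as a random effect. With 1 library left out they became 1587 (without EV-GFP negative replicate 10) to 2137 (without control replicate 7). For EV-GFP positive minus control, 4357 became 2522 with spike-in scaling. Lists called went from 15, 19 and 20 in the 3 comparisons to 0, 0 and 0 with an estimated correlation and 23, 33 and 32 with the mixed test of fry, and 0, 27 and 28 with its directional test. The miR-21 targets in EV-GFP negative minus control changed direction under fry (1, adjusted p = 0.159). With spike-in scaling, log2 changes turned positive in EV-GFP negative minus control for Cd33 (0.25), Ctsl (0.22), Sall1 (0.018), Siglech (0.016) and Slc1a3 (0.43), and list medians changed sign for 14, 6 and 4 of 35 lists. The cause of these changes was not tested, except that spike-in scaling moves all genes alike within a library. The block changed the calls of 5 lists, given above or below, and no other. The seed shift kept its direction in every alternative run. Depth limits the EV-GFP positive libraries most, at 893813 reads in replicate 9.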

Other observations

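Of the tests in this part, spike-in scaling was chosen after the results were seen, and the comparisons were planned. Some genes of lipid uptake and storage were higher in microglia of tumour-bearing brains, while their list did not pass as a set. Fabp5, a fatty acid carrier, rose by a log2 change of 4.27 in EV-GFP negative and 6.06 in EV-GFP positive cells against controls, Plin2, which coats lipid droplets, by 2.52 and 3.01, and Cd36, a lipid scavenger, by 6.65 in EV-GFP negative cells. Of 20 genes of lipid handling 8 rose and 2 fell in EV-GFP negative cells. In EV-GFP positive cells 10 rose and 3 fell (9 and 3, and 11 and 4 in the 2 groups, adjusted over the list alone). The set tests did not pass (camera adjusted p = 0.357 and 0.242, and adjusted p = 0.748 and 0.605 with an estimated correlation). Between the EV-GFP groups Lpcat2, an enzyme of phospholipid remodelling, fell by 0.95, with a list median of 0.15, or -0.52 with spike-in scaling, and 6 rose and 3 fell with the block (camera adjusted p = 0.183, and adjusted p = 0.599 with an estimated correlation). In cholesterol synthesis 4 of 19 genes rose in EV-GFP negative and 5 in EV-GFP positive cells against controls, such as Sqle (3.69 and 3.81) (camera adjusted p = 0.357 and 0.196, and adjusted p = 0.489 and 0.308 with an estimated correlation). Between the EV-GFP groups 0 passed, and 1 rose with the block (camera adjusted p = 0.299, and adjusted p = 0.511 with an estimated correlation).

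Receptors for debris changed in both directions. Fcgr4, an antibody receptor, rose by 4.76 and 5.50, Msr1, a scavenger receptor, by 5.79 and 6.76, and Axl, a receptor for dying cells, by 3.29 and 4.19 in EV-GFP negative and positive cells against controls, while Mertk, a receptor of the same family as Axl, fell by 1.82 in EV-GFP positive cells. Of 24 phagocytosis genes 5 rose and 3 fell in EV-GFP negative, and 9 rose and 5 fell in EV-GFP positive cells (6 and 3, and 10 and 6, adjusted over the list alone, with camera adjusted p = 0.657 and 0.476, and adjusted p = 0.776 and 0.666 with an estimated correlation). Of 32 lysosome genes 2 rose and 3 fell, and 7 rose and 4 fell (1 and 2, and 7 and 4, adjusted over the list alone, with camera adjusted p = 0.169 and 0.526, and adjusted p = 0.750 and 0.860 with an estimated correlation). Npc1, which exports cholesterol from lysosomes, fell by 1.04 and 2.02, and Ctsc, a protease, rose by 1.01 and 1.45. Pattern recognition receptors rose in 4 and fell in 4 of 23, and rose in 5 and fell in 7, with Clec7a, a glucan receptor, up by 2.92 in EV-GFP negative cells and Siglech down by 1.79 in EV-GFP positive cells (camera adjusted p = 0.114 in the former and not passing in the latter, and adjusted p = 0.305 and 0.285 with an estimated correlation).

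Hypoxia genes rose in 9 and fell in 1 of 19 in EV-GFP negative cells, and rose in 11 and fell in 2 in EV-GFP positive cells, such as Slc2a1, a glucose transporter (1.24 and 1.70), with medians of 1.14 and 1.43 (camera adjusted p = 0.0496 and 0.0328, and adjusted p = 0.412 and 0.308 with an estimated correlation). The hypoxia call was lost in EV-GFP negative cells without control replicate 6, 7 or 8 (0.0544, 0.133 and 0.0634) or EV-GFP negative replicate 9 (0.0577), and in EV-GFP positive cells without control replicate 7 (0.0634) or EV-GFP positive replicate 10 (0.0598). Of 17 endothelial and mural genes 2 and 4 rose, such as Ly6a (5.87 and 6.64), also an interferon-induced gene, and Cldn5, a tight junction protein (2.35 and 3.73) (camera adjusted p = 0.110 and 0.0490, and adjusted p = 0.412 and 0.291 with an estimated correlation). The endothelial call in EV-GFP positive cells was lost with RLE factors (0.0522) and without control replicate 7 (0.136) or EV-GFP positive replicate 8 (0.115). In EV-GFP positive cells against controls 5 of 27 immediate-early genes rose and 7 fell (camera adjusted p = 0.0962, and adjusted p = 0.666 with an estimated correlation). There 5 of 8 oligodendrocyte genes rose (camera adjusted p = 0.0712, and adjusted p = 0.378 with an estimated correlation), and 0 of 8 mitochondrially encoded genes passed (camera adjusted p = 0.251, and adjusted p = 0.702 with an estimated correlation), as in EV-GFP negative cells (camera adjusted p = 0.809, and adjusted p = 0.934 with an estimated correlation).

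Other lists gave these values for EV-GFP negative and EV-GFP positive cells against controls, as camera adjusted p: border-associated macrophages 0.283 (4 rose, 1 fell of 15) and 0.333 (5 rose), and dendritic cells 0.751 (2 rose, 1 fell of 10) and 0.634 (2 rose, 2 fell). For B cells they were 0.210 (2 rose, 1 fell of 6) and 0.299 (2 rose, 3 fell), and for neurons 0.0995 (1 rose of 4) and 0.0588 (3 rose). For ependyma they were 0.722 and 0.987 (0 of 3 passed), and for erythroid cells 0.852 and 0.526 (1 rose of 6, Bpgm). Between the EV-GFP groups these lists had 0 passing genes apart from F13a1, and camera adjusted p = 0.979 for dendritic cells, 0.599 for B cells, 0.299 for neurons, 0.610 for ependyma and 0.299 for erythroid cells. With the block 1 dendritic gene rose and 1 fell and 1 B cell gene fell. Ependyma was then called upward (0.0286) on 2 genes with a median of -0.09, but not with an estimated correlation (0.377). Without the block 0 genes passed among inflammatory cytokines (0.0615), where 6 rose and 1 fell with it, pattern recognition receptors (0.283; 2 and 4), and phagocytosis (0.354; 4 and 3). The same held for lysosome (0.406; 5 and 1), cell cycle (0.148; 3 and 1), astrocytes (0.107; 1 and 0), oligodendrocytes (0.419; 0 and 1) and neutrophils (0.610; 1 and 1). The neutrophil median was 1.45 while the set test pointed down, and with the block it was 0.30 over 9 genes with the set test up (adjusted p = 0.169). Ngp was at 82.3 CPM in EV-GFP positive replicate 9 and at 0 and 1.07 in the other libraries of its group, and S100a8 at 151 in that library.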
